A study of Homo sapiens with 12 samples.

How the data were processed

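RNA was sequenced from 12 libraries of SBC3, a human small cell lung cancer cell line grown as spheroids. The treatment label puts 3 libraries in each of 4 groups: untreated control, teriflunomide, lurbinectedin, and both drugs in combination. Per the labels' protocols, RNA was purified with the RNeasy Plus Mini kit and libraries were made with the KAPA mRNA HyperPrep kit, which selects polyadenylated RNA. Doses and exposure times are not given in the labels, so no effect below can be tied to a concentration or a time.

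The values used are raw read counts per gene, as deposited by the authors, with 1 file per library and 60649 genes in each. Per the file headers, each table has the column layout of featureCounts and a count column named for a coordinate-sorted alignment with the suffix that STAR writes. No header or label states the versions of these programs, the genome build, the annotation release, the use of strand or the treatment of multi-mapping reads. The start and end positions of all 37318 gene identifiers that carry the same version in GENCODE 29 were identical to those in that annotation, so the coordinates below are GRCh38 coordinates. Gene symbols came from a table of gene names, which matched 60507 identifiers (99.8%) when the version suffix was left off. Because strand use is not stated, counts of genes that overlap another gene, and of genes with near-identical copies, may mix reads; this is said where such a gene is named.

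Total counts per library ranged from 23206414 to 33222162, a ratio of 1.43 between the largest and the smallest. No depth-driven exclusion of libraries was made. Intervals given for low counts are 95% exact intervals for a ratio of counts. They cover counting error only, since reads without molecular identifiers are not independent molecules.

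Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 4 groups, which left 16683 genes, and libraries were scaled by TMM. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, with robust dispersion estimates. The biological coefficient of variation was 14.5%. In all, 6 contrasts were tested: each drug and the combination against control, the combination against each drug alone, and the interaction. The interaction is the log2 fold change of teriflunomide in the presence of lurbinectedin minus its log2 fold change in the absence of lurbinectedin. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within a contrast. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Normalised expression is given as CPM, counts scaled to a common effective library size, mean ± SD over 3 libraries per group unless said otherwise.

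The design of each test, the gene lists, the rule for named genes and most of the alternatives were fixed before the data were examined. Named genes are, for each contrast, the 3 called genes with the largest rise and the 3 with the largest fall that have a symbol, a mean of at least 5 CPM in the higher group and, for contrasts of 2 groups, no overlap between the groups. By chance, 10% of genes in a comparison of 3 with 3 libraries have groups that do not overlap. DNM1L, which encodes DRP1, DHODH, which encodes the enzyme that teriflunomide inhibits, and the members of the mitochondrial fission and fusion lists were named whatever their values, and from each other list at most 2 members with the smallest adjusted p. The values of 2 genes that met this rule are not reported here.

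A total of 10 gene lists were written from general knowledge: mitochondrial fission, mitochondrial fusion, mitochondrially encoded proteins, nuclear respiratory chain subunits, pyrimidine metabolism, p53 targets, ATF4 targets, interferon-stimulated genes, mitotic genes and neuroendocrine genes. SESN2 and GDF15 are in both the p53 and the ATF4 list. Lists were tested in 4 contrasts with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, and the 40 p-values were adjusted together by the Benjamini-Hochberg method. Of the members, 15 of 16 pyrimidine, 14 of 25 interferon-stimulated and 5 of 13 neuroendocrine genes passed the expression filter; the other lists were tested in full.

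The mitochondrially encoded share of a library is the percent of its counts on the 37 genes of the mitochondrial genome. Groups were compared by an exact two-sided permutation test, whose smallest possible p is 0.1 for 3 against 3 libraries. Gene length is the genomic span from the first to the last exon, and its relation to fold change is a Spearman correlation across 16651 nuclear genes. Genes are not independent replicates, so correlations across genes carry no p-value.

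Alternatives fixed in advance were size factors of DESeq2 in edgeR, library size as the only scaling, no expression filter, a filter at 1 CPM, a block for the replicate number, only the groups compared in the fit, DESeq2 1.42.0, an adjusted p under 0.01, the TREAT test against a 1.5-fold change, fry and an estimated inter-gene correlation for lists, exon length, genes of at least 5 CPM, other definitions of the mitochondrial share, and leaving out each library in turn. A further 4 were chosen after seeing the data: a GC correction that removed each library's spline trend of expression on transcript GC content against the mean of the 4 groups, a within-group GC correction that used the library's own group mean instead, the first of these with the replicate block, and mitochondrial genes left out before scaling. GC content was taken from the longest GENCODE 29 transcript and was known for 98.9% of the genes tested. The first GC correction also removes any real difference between groups that follows GC content. The within-group correction leaves the group means almost unchanged and narrows the spread within groups. It therefore hardly tests the direction of a change, keeps any GC bias of a group mean and can call more genes for that reason.

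The statistical procedures were tested on simulated counts drawn from the real means and library sizes, with 200 changed genes. Among 16248 genes in the simulated comparison of teriflunomide with control, 67.0% of genes changed 2-fold were recovered, and at 1.5-fold, among 16232 genes, 7.50%. For the combination against lurbinectedin, 67.5% of 2-fold changes were recovered among 16240 genes and 8.50% of 1.5-fold changes among 16225. For the interaction, 81.5% of 4-fold changes were recovered among 16230 genes. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.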

Results

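Gene expression was measured by RNA sequencing of polyadenylated RNA in SBC3 spheroids under 4 conditions, with 3 libraries each: control, teriflunomide, lurbinectedin and the combination. SBC3 is an established small cell lung cancer line. Teriflunomide, the active metabolite of leflunomide, inhibits the pyrimidine synthesis enzyme DHODH, and lurbinectedin is a DNA-binding drug that blocks transcription. The series concerns the joint action of teriflunomide and chemotherapy in this cancer, with mitochondrial fragmentation through DRP1 as the process of interest. Total counts were 26956646, 27959328 and 30685641 in the control libraries, 31303908, 29845731 and 33222162 with teriflunomide, 23206414, 27374424 and 28819484 with lurbinectedin, and 27388212, 28612170 and 29207897 with the combination.

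The first principal component of log CPM took 85.9% of the variance and separated the 6 libraries exposed to lurbinectedin from the other 6. The second took 5.19% and placed teriflunomide replicate 3 at 65.6, against -24.0 to 25.8 for the other 11 libraries. Pearson correlations between replicates were 0.995 for all pairs of control libraries, 0.992 to 0.993 with lurbinectedin and 0.986 to 0.990 with the combination. Teriflunomide replicates 1 and 2 correlated at 0.995, whereas the lower correlation of replicate 3 with these was 0.977. Replicate 3 was kept in the group, and results that rest on it are named.

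The mitochondrially encoded share addressed whether treatment changed the weight of mitochondrial transcripts. It was 6.80% ± 0.480 (SD, n = 3) in control libraries, 13.2% ± 8.20 with teriflunomide, 15.8% ± 1.81 with lurbinectedin and 17.5% ± 6.45 with the combination. Every lurbinectedin library lay above every control library, a difference of 9.04 percentage points, with an exact permutation p of 0.1, the smallest this design allows. With only the 13 protein-coding mitochondrial genes the difference was 6.27 points. The combination exceeded control by 10.7 points (exact permutation p = 0.1; 7.02 points without combination replicate 2). Teriflunomide exceeded control by 6.37 points (exact permutation p = 0.1), but the 3 shares were 8.42%, 8.43% and 22.6%, and the difference was 1.63 points without replicate 3. The combination did not differ from lurbinectedin beyond the spread between replicates: the difference was 1.68 points (exact permutation p = 0.9) and became -2.02 points without combination replicate 2, whose share was 24.9%. Against teriflunomide it was 4.36 points higher (exact permutation p = 0.5), 0.658 points without combination replicate 2 and 9.09 points without teriflunomide replicate 3.

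**Figure D1:**
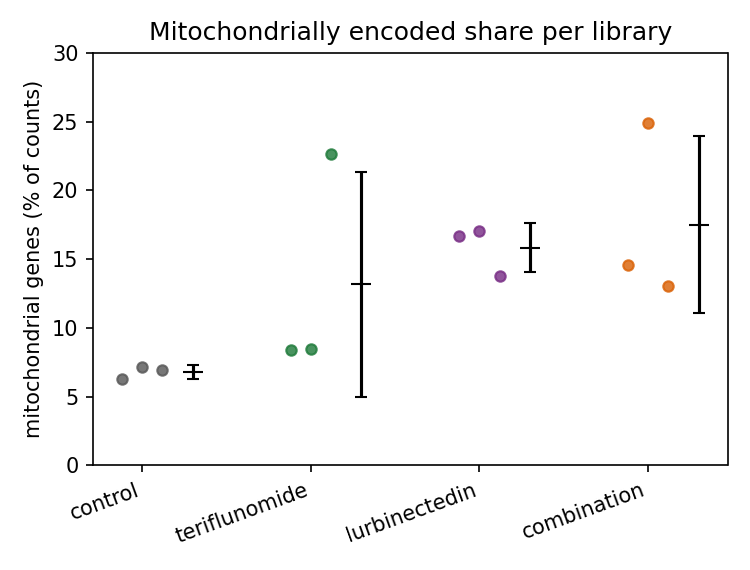
Percent of each library's counts on the 37 mitochondrially encoded genes, by treatment group; points are libraries and bars are the mean ± SD of 3 libraries. Lurbinectedin libraries sit between 13.8% and 17.0%, above the control range of 6.26% to 7.17%, while teriflunomide replicate 3 (22.6%) and combination replicate 2 (24.9%) stand apart from their groups.

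Lurbinectedin alone was compared with control to measure the effect of the chemotherapeutic agent. Of 16683 genes tested, 11953 were called at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), 5999 higher and 5954 lower, and 7360 of these changed at least 2-fold. The alternative that moved the count most was the TREAT test against a 1.5-fold change, which called 8028 genes. Library size as the only scaling gave 39.2% higher calls where TMM gave 50.2%. The median log2 fold change of all genes was then -0.18, compared with 0.05 under TMM. Both scalings give levels relative to the other genes, here and in the combination. A fall of total mRNA per cell would not be seen, and the split into higher and lower depends on the scaling.

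Among the largest rises with lurbinectedin were those of KLKP1 and GRM2. KLKP1 (ENSG00000197588.9, chromosome 19, 50882096 to 50896398) rose from 0.0546 ± 0.0704 to 66.8 ± 12.9 CPM, with a log2 fold change of 10.17 (SE 0.727, edgeR adjusted p = 2.32e-08). With 4, 0 and 1 counts in the control libraries the size of this rise is uncertain: it was 9.64 without control replicate 2 and 11.69 without control replicate 1. It is a transcribed pseudogene of the kallikrein family, so its reads are uncertain. GRM2 (ENSG00000164082.15, chromosome 3, 51707068 to 51718613) had 3 counts in the control libraries and 494 with lurbinectedin, a ratio of 208 with a 95% counting interval of 70.8 to 1013. Among the largest falls were those of SH3RF3 and PPM1H. SH3RF3 (ENSG00000172985.11, chromosome 2, 109129205 to 109504634) had 2 counts with lurbinectedin and 1375 in control, 544 times as many after scaling (150 to 4494). PPM1H (ENSG00000111110.12, chromosome 12, 62643994 to 62935150) fell from 21.7 ± 0.395 to 0.142 ± 0.102 CPM, with a log2 fold change of -7.27 (SE 0.291, edgeR adjusted p = 1.47e-10).

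Whether longer genes were affected more was asked because lurbinectedin blocks transcription. Across 16651 nuclear genes, log2 fold change with lurbinectedin correlated with genomic span at a Spearman rho of -0.572. The SD of rho between the 3 replicates was 0.00709. In 5 bins of about equal numbers of genes, from the shortest to the longest genes, the median log2 fold change was 0.69, 0.62, 0.28, -0.36 and -1.86. In the bin of the longest genes, with a median span of 146 kb, 83.6% were called lower. The alternative that moved rho most was no expression filter, at -0.321. For the combination against control rho was -0.546, and the bin of the longest genes had a median of -1.56. For teriflunomide against control rho was 0.219, and 0.134 without teriflunomide replicate 3, with an SD between replicates of 0.0789.

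**Figure D2:**
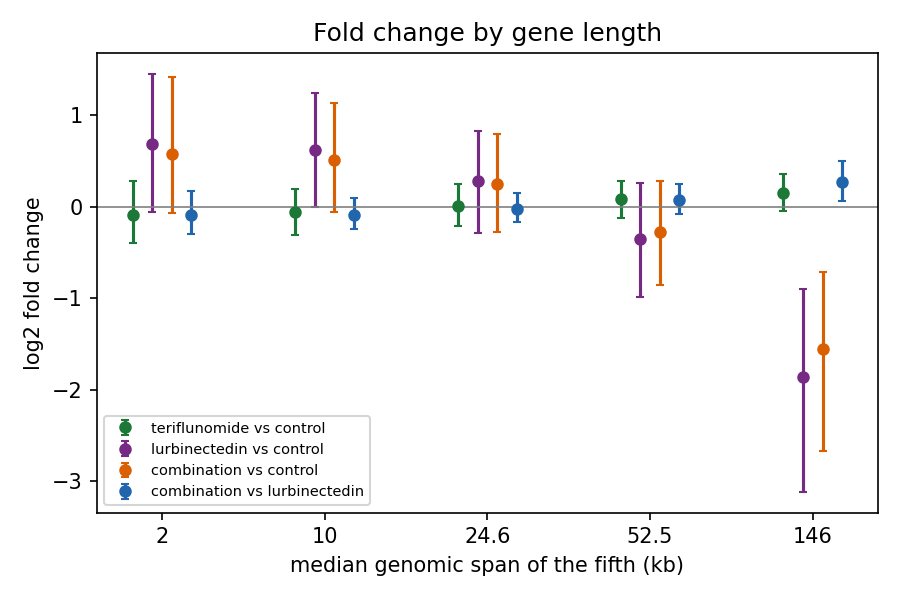
Median log2 fold change of nuclear genes in 5 bins of genomic span, each labelled with its median span in kb on an evenly spaced axis. Bars are the interquartile range across genes and colours are the comparisons, and the median for lurbinectedin against control falls from 0.69 in the shortest genes to -1.86 in the longest, while that for teriflunomide against control goes from -0.09 to 0.15.

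Teriflunomide alone called 1002 genes against control (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05), 647 higher and 355 lower, of which 250 changed at least 2-fold. The count moved widely: it was 33 under the TREAT test, 216 without control replicate 3, 248 without control replicate 1, 265 without control replicate 2, 644 without teriflunomide replicate 2 and 1555 without teriflunomide replicate 3. Of those 1555 genes, 908 were among the 1002. The highest rises were in DUSP6, NECTIN4 and DRAXIN. DUSP6 (ENSG00000139318.8, chromosome 12, 89347235 to 89352501) rose from 5.73 ± 0.531 to 18.5 ± 1.68 CPM, with a log2 fold change of 1.69 (SE 0.147, edgeR adjusted p = 5.55e-05). NECTIN4 rose from 2.42 ± 0.131 to 7.40 ± 0.430 CPM, with a log2 fold change of 1.61 (SE 0.123, edgeR adjusted p = 3.23e-05). DRAXIN changed by 1.58 (SE 0.166, edgeR adjusted p = 0.000342). The largest falls were in H4C3, DDN and ATAD3B. DDN (ENSG00000181418.8, chromosome 12, 48995149 to 48999375) fell from 45.5 ± 0.786 to 15.0 ± 5.29 CPM, with a log2 fold change of -1.60 (SE 0.205, edgeR adjusted p = 0.00113). H4C3 changed by -1.63 (SE 0.232, edgeR adjusted p = 0.00182), but its reads can be shared with near-identical histone genes. ATAD3B changed by -1.21 (SE 0.277, edgeR adjusted p = 0.0237). It has close paralogs, stood at 5.66 CPM in teriflunomide replicate 3, and changed by -0.86 without that library; it was not called in any of the 3 fits that each left out a control library.

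Of the gene lists, p53 targets were higher in each comparison with control. With teriflunomide their median log2 fold change was 0.83 (camera, Benjamini-Hochberg adjusted p = 6.90e-14), with 12 of 21 members called over all genes tested and 17 adjusted over the list alone. By library the median was 0.86, 0.89 and 0.33. With lurbinectedin it was 2.53 (camera adjusted p = 9.43e-12) and with the combination 2.59 (camera adjusted p = 8.09e-13), with 21 of 21 members called higher in both, over all genes and adjusted over the list alone. These 3 calls hold under fry and under an estimated inter-gene correlation. Of the other 7 list calls, fry kept that of the respiratory chain in the combination against lurbinectedin and that of pyrimidine metabolism in lurbinectedin against control, and the estimated correlation kept none. BTG2 was among the p53 targets with the smallest adjusted p and rose from 31.1 ± 1.69 CPM in control to 76.3 ± 4.25 with teriflunomide (log2 fold change 1.29, SE 0.107, edgeR adjusted p = 5.55e-05) and to 687 ± 28.8 with lurbinectedin (4.46, SE 0.120, edgeR adjusted p = 8.38e-12).

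Mitochondrially encoded protein genes had a median log2 fold change of 1.23 with teriflunomide (camera adjusted p = 0.000576), with 0 of 13 called over all genes and 13 adjusted over the list alone. The median fell to 0.22 without teriflunomide replicate 3 and the list was then not called. With lurbinectedin the median was 1.14 (camera adjusted p = 0.0556; called without lurbinectedin replicate 3), with 7 members called both ways of adjustment. The combination gave 1.39 (camera adjusted p = 0.0358), with 11 called over all genes and 13 adjusted over the list alone; without combination replicate 2 it was 0.83 and not called. Nuclear respiratory chain genes had a median of -0.11 with teriflunomide (camera adjusted p = 0.0387), with 0 of 75 called under both adjustments. Without teriflunomide replicate 3 this became 0.02, and the list was no longer called without control replicate 1 or 2 either. Against control that list was not called with lurbinectedin (0.14, camera adjusted p = 0.338) or the combination (-0.13, camera adjusted p = 0.390). Single members were called in both directions, 27 higher and 15 lower with lurbinectedin over all genes and adjusted over the list alone. With the combination 12 were higher and 25 lower over all genes, and 10 and 24 adjusted over the list alone. Pyrimidine genes had medians of -0.23 with teriflunomide (camera adjusted p = 0.0628; 0.01 without teriflunomide replicate 3, and called without teriflunomide replicate 1 or 2), 0.43 with lurbinectedin (camera adjusted p = 0.0394; not called without control replicate 1 or with library size as the only scaling) and 0.21 with the combination (camera adjusted p = 0.186). Adjusted over the list alone, 1 pyrimidine gene was lower with teriflunomide, 11 were higher and 2 lower with lurbinectedin, and 7 were higher and 1 lower with the combination. Over all genes these numbers were the same except for 1 lower gene with lurbinectedin.

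By camera, ATF4 targets, interferon-stimulated, mitotic and neuroendocrine genes were not called as lists against control. For ATF4 targets the medians were -0.17, 0.38 and 0.17 with teriflunomide, lurbinectedin and the combination (camera adjusted p = 0.186, 0.270 and 0.390). For interferon-stimulated genes they were 0.36, 0.23 and 0.09 (camera adjusted p = 0.0968, 0.738 and 0.643), with 0.12 for teriflunomide without replicate 3. The medians were -0.09, -0.15 and -0.24 for mitotic genes (camera adjusted p = 0.263, 0.816 and 0.938; called with teriflunomide without its replicate 3, adjusted p = 0.0250), and for the 5 neuroendocrine genes tested 0.02, 0.88 and 1.02 (camera adjusted p = 0.939, 0.253 and 0.186). Adjusted over the list alone, 5 ATF4 targets were higher and 5 lower with teriflunomide, 2 interferon-stimulated genes were higher, 1 mitotic gene was higher and 3 lower, and 0 neuroendocrine genes were called. With lurbinectedin the same adjustment gave 13 higher and 7 lower ATF4 targets, 6 and 4 interferon-stimulated, 8 and 5 mitotic, and 4 and 1 neuroendocrine genes. With the combination it gave 9 and 7, 6 and 3, 7 and 7, and 4 and 1. Over all genes tested the numbers were the same except for ATF4 targets (2 higher and 3 lower with teriflunomide, 12 and 7 with lurbinectedin) and mitotic genes (0 with teriflunomide).

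Which lists were called depended on the test. Fry, which asks whether a list changed at all rather than more than other genes, called 11 lists that camera did not. These were fusion genes (adjusted p = 0.0205, 1.02e-05 and 9.86e-06) and interferon-stimulated genes in all 3 comparisons with control, ATF4 targets and neuroendocrine genes with lurbinectedin and with the combination, and pyrimidine genes with the combination. Under camera with no expression filter, pyrimidine genes and ATF4 targets with teriflunomide, mitochondrially encoded proteins with lurbinectedin and respiratory chain genes with the combination against control were also called. The GC correction chosen after seeing the data also called fusion, pyrimidine and mitotic genes with teriflunomide, mitochondrially encoded proteins with lurbinectedin and mitotic genes in the combination against lurbinectedin, and the within-group one pyrimidine genes with teriflunomide. Mitochondrially encoded proteins with lurbinectedin were also called with library size only or DESeq2 size factors. With library size only, respiratory chain genes with teriflunomide and ATF4 targets in the combination against lurbinectedin were no longer called.

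The combination against control called 11418 genes (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05), 5687 higher and 5731 lower. Library size as the only scaling gave 41.0% higher calls where TMM gave 49.8%. The combination against teriflunomide, which measures lurbinectedin in the presence of teriflunomide, called 11835, 5870 higher and 5965 lower. Here library size only gave 44.7% higher calls, against 49.6% under TMM. KLKP1 was again among the largest rises in both, with a log2 fold change of 9.81 (SE 0.729) against control and an edgeR adjusted p of 4.44e-08 (9.05 without combination replicate 2 and 11.33 without control replicate 1). KLKP1 was at 52.2 ± 38.2 CPM in the combination. Against control, GRM2 had 522 counts where control had 3, a ratio of 196 (66.8 to 954). Among the falls, TLN2 went from 46.3 ± 0.865 CPM in control to 0.355 ± 0.180 in the combination (log2 fold change -7.07, SE 0.236, edgeR adjusted p = 5.24e-11). FTO, which overlaps RPGRIP1L on the other strand, went from 58.4 ± 0.480 to 0.519 ± 0.126 CPM (-6.83, SE 0.191, edgeR adjusted p = 1.09e-11). SH3RF3 changed by -7.18 (SE 0.395, edgeR adjusted p = 2.49e-09). Against teriflunomide, KRBA2 rose by 5.75 (SE 0.405, edgeR adjusted p = 2.47e-08), and SLC44A5 had 1 count in the combination and 513 with teriflunomide, a ratio of 438 (78.2 to 17330).

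The combination against lurbinectedin asks what teriflunomide added in the presence of lurbinectedin. No gene was called (0 of 16683; smallest edgeR Benjamini-Hochberg adjusted p = 0.145), while 2599 genes had an unadjusted p under 0.05. Without combination replicate 2, 259 genes were called. With only these groups in the fit, 94 genes were called, and DESeq2 called 558. As a list, nuclear respiratory chain genes were lower, with a median log2 fold change of -0.27 (camera adjusted p = 4.16e-17), with 0 of 75 called over all genes and 8 adjusted over the list alone. The list was not called with the inter-gene correlation estimated. In this comparison the bin of the shortest genes and the next bin each had a median of -0.09. Gene length was not accounted for in the list tests. ATP5ME, the member with the smallest adjusted p, was at 48.7 ± 3.34 CPM with lurbinectedin and 34.2 ± 1.55 with the combination (-0.51, SE 0.0980, edgeR adjusted p = 0.145); it overlaps MYL5 on the other strand. Pyrimidine genes had a median of -0.20 (camera adjusted p = 0.000638), with 3 of 15 called adjusted over the list alone. ATF4 targets had a median of -0.15 (camera adjusted p = 0.0387; not called without lurbinectedin replicate 3 or without combination replicate 2), with 0 called adjusted over the list alone. The remaining lists were not called: medians were 0.23 for mitochondrially encoded proteins (camera adjusted p = 0.816), -0.02 for p53 targets (0.816), 0.07 for interferon-stimulated genes (0.816), -0.09 for mitotic genes (0.191) and 0.05 for neuroendocrine genes (0.739), with 0 members called adjusted over the list alone. The median for mitochondrially encoded proteins was -0.29 without combination replicate 2 and 0.47 without combination replicate 3. Length and fold change correlated at a rho of 0.354, which was 0.235 without combination replicate 1, 0.128 with no expression filter and 0.554 among genes of at least 5 CPM.

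The interaction tests whether the log2 fold change of teriflunomide differed with and without lurbinectedin. It was called for 43 genes (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05), 6 positive and 37 negative. The count was 2 without control replicate 2, control replicate 3, lurbinectedin replicate 1 or lurbinectedin replicate 3, and 616 without teriflunomide replicate 3. NECTIN4 (ENSG00000143217.9, chromosome 1, 161070998 to 161089558) had an interaction term of -1.61 (SE 0.161, edgeR adjusted p = 0.00166). It was at 2.42 ± 0.131 CPM in control, 7.40 ± 0.430 with teriflunomide, 73.1 ± 3.26 with lurbinectedin and 72.9 ± 6.57 with the combination. LIF (ENSG00000128342.5, chromosome 22, 30240453 to 30246759) had a term of -1.65 (SE 0.288, edgeR adjusted p = 0.0314), at 0.844 ± 0.246, 2.64 ± 0.666, 27.6 ± 1.20 and 27.6 ± 2.59 CPM in the same order. GRHL3 (ENSG00000158055.16, chromosome 1, 24319357 to 24364482), which overlaps STPG1 on the other strand, had a term of -1.96 (SE 0.298, edgeR adjusted p = 0.0167). The 3 largest positive terms were in genes lowered by each drug alone. LINC00641 (ENSG00000258441.1, chromosome 14, 21200079 to 21206900) had a term of 1.37 (SE 0.223, edgeR adjusted p = 0.0196) and was at 43.7 ± 1.37 CPM in control, 19.2 ± 2.87 with teriflunomide, 17.5 ± 1.63 with lurbinectedin and 19.9 ± 4.38 with both. CHKA (ENSG00000110721.12, chromosome 11, 68052859 to 68121444) had a term of 1.08 (SE 0.170, edgeR adjusted p = 0.0168) and BNIP3 (ENSG00000176171.11, chromosome 10, 131966455 to 131982013) one of 0.73 (SE 0.121, edgeR adjusted p = 0.0219). Of these 6 genes, NECTIN4 stayed called in all 12 fits that each left out a library, with adjusted p up to 0.0175. It was lost with library size as the only scaling (adjusted p of 4.12e-14 to 0.0614 across the alternatives that kept all libraries). The other 5 were lost in some of the 12 fits, with adjusted p up to 0.0755 for GRHL3, 0.0876 for CHKA, 0.0983 for LINC00641, 0.123 for BNIP3 and 0.125 for LIF. Across the alternatives that kept all libraries these 5 were also lost in some. Adjusted p there went up to 0.170, 0.234, 0.0747, 0.105 and 0.320 in the same order.

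DNM1L (ENSG00000087470.19, chromosome 12, 32679200 to 32745650), which encodes DRP1, was at 237 ± 6.41 CPM in control, 265 ± 60.3 with teriflunomide, 184 ± 9.01 with lurbinectedin and 212 ± 16.7 with the combination. It was lower with lurbinectedin than in control (log2 fold change -0.36, SE 0.132, edgeR Benjamini-Hochberg adjusted p = 0.0235), with adjusted p of 0.0362 to 0.0638 when a library was left out and no call without control replicate 2 or lurbinectedin replicate 1. DNM1L spans 66.5 kb. With lurbinectedin the median of genes from 35.8 to 82.8 kb was -0.36, so the fall was typical of that length. The sign of the fall was reversed by the between-group GC correction chosen after seeing the data (0.23). The within-group one kept it, but leaves group means almost unchanged and so hardly tests the sign. DNM1L was not called with teriflunomide (0.16, SE 0.131, edgeR adjusted p = 0.474), and this change was -0.05 without teriflunomide replicate 3. It was also not called in the combination against control (-0.16, SE 0.131, edgeR adjusted p = 0.285) or against lurbinectedin (0.20, SE 0.132, edgeR adjusted p = 0.482). Against teriflunomide the combination was lower (-0.32, SE 0.132, edgeR adjusted p = 0.0420), a call lost without teriflunomide replicate 3 (-0.12). Across the alternatives that kept all libraries this change was -0.39 to 0.32, with adjusted p of 0.00251 to 0.148. The between-group GC correction reversed its sign. The median of genes from 35.8 to 82.8 kb in the combination against teriflunomide was -0.34. The interaction term was 0.04 (SE 0.186, edgeR adjusted p = 0.965). It ranged from -0.06 without teriflunomide replicate 1 to 0.25 without teriflunomide replicate 3. DNM1L overlaps YARS2 on the other strand, and the use of strand in counting is not stated.

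DHODH (ENSG00000102967.12, chromosome 16, 72008588 to 72027664) was at 18.4 ± 0.721 CPM in control, 12.7 ± 0.634 with teriflunomide, 24.9 ± 1.81 with lurbinectedin and 18.9 ± 2.10 with the combination. It was lower with teriflunomide (-0.54, SE 0.118, edgeR Benjamini-Hochberg adjusted p = 0.0186), and not called in the 3 fits that left out a control library (adjusted p up to 0.104). Across the alternatives that kept all libraries adjusted p for this change was 0.000160 to 0.0683, so the call was not kept in all of them. It was higher with lurbinectedin (0.43, SE 0.117, edgeR adjusted p = 0.00435), but not called with library size as the only scaling (0.19) or with no expression filter (0.36), with adjusted p of 9.04e-06 to 0.281 across the alternatives that kept all libraries. The combination was not called against control (0.04, SE 0.117, edgeR adjusted p = 0.801). Against lurbinectedin it was lower in 3 of 3 libraries than in any lurbinectedin library (-0.40, SE 0.117), but not called (edgeR adjusted p = 0.172). Across the alternatives that kept all libraries, adjusted p was 0.0311 to 0.360, with a call under DESeq2 and under the within-group GC correction.

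By camera, neither the 11 fission nor the 8 fusion genes were called as a list in any of the 4 contrasts, although fry called the fusion genes in the 3 comparisons with control and the GC correction with teriflunomide. For fission genes the medians were 0.00, -0.14, -0.10 and -0.03 with teriflunomide, lurbinectedin and the combination against control and with the combination against lurbinectedin (camera adjusted p = 0.541, 0.759, 0.738 and 0.738). For fusion genes they were -0.11, -0.43, -0.38 and 0.03 (camera adjusted p = 0.334, 0.674, 0.594 and 0.816). Single members moved in both directions. With teriflunomide, 0 fission genes and 1 fusion gene, PLD6, were called (log2 fold change -0.63, SE 0.145, edgeR adjusted p = 0.0237), and PLD6 was not called in the 3 fits that each left out a control library. With lurbinectedin, 1 fission gene was higher and 4 were lower, with log2 fold changes from -1.11 in MTFR1 to 0.96 in MIEF1, and 3 fusion genes were higher and 4 lower, from -2.38 in OMA1 to 2.25 in PLD6. With the combination these counts were 1 and 3 for fission and 2 and 4 for fusion genes. Adjusted over the list alone, 0 fission genes and 1 fusion gene were called with teriflunomide, 1 higher and 4 lower fission genes and 3 higher and 4 lower fusion genes with lurbinectedin. For the combination against control these were 1 and 1 fission and 2 and 4 fusion genes. Against lurbinectedin, 0 fission genes and 1 lower fusion gene were called adjusted over the list alone, and 0 over all genes. Under the between-group GC correction, the signs of GDAP1, MFF and MTFR2 reversed with lurbinectedin and with the combination, and that of INF2 with lurbinectedin. PLD6 overlaps MPRIP, MTFR1 overlaps PDE7A and GDAP1 overlaps JPH1, each on the other strand, so their counts may mix reads. With lurbinectedin, changes also followed gene length. MTFR1 and OMA1 span 127 and 131 kb, and the bin of the longest genes had a median of -1.86. MIEF1 and PLD6 span 18.7 and 5.34 kb, in bins with medians of 0.28 and 0.62. Span was not accounted for in the list tests.

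**Figure D3:**
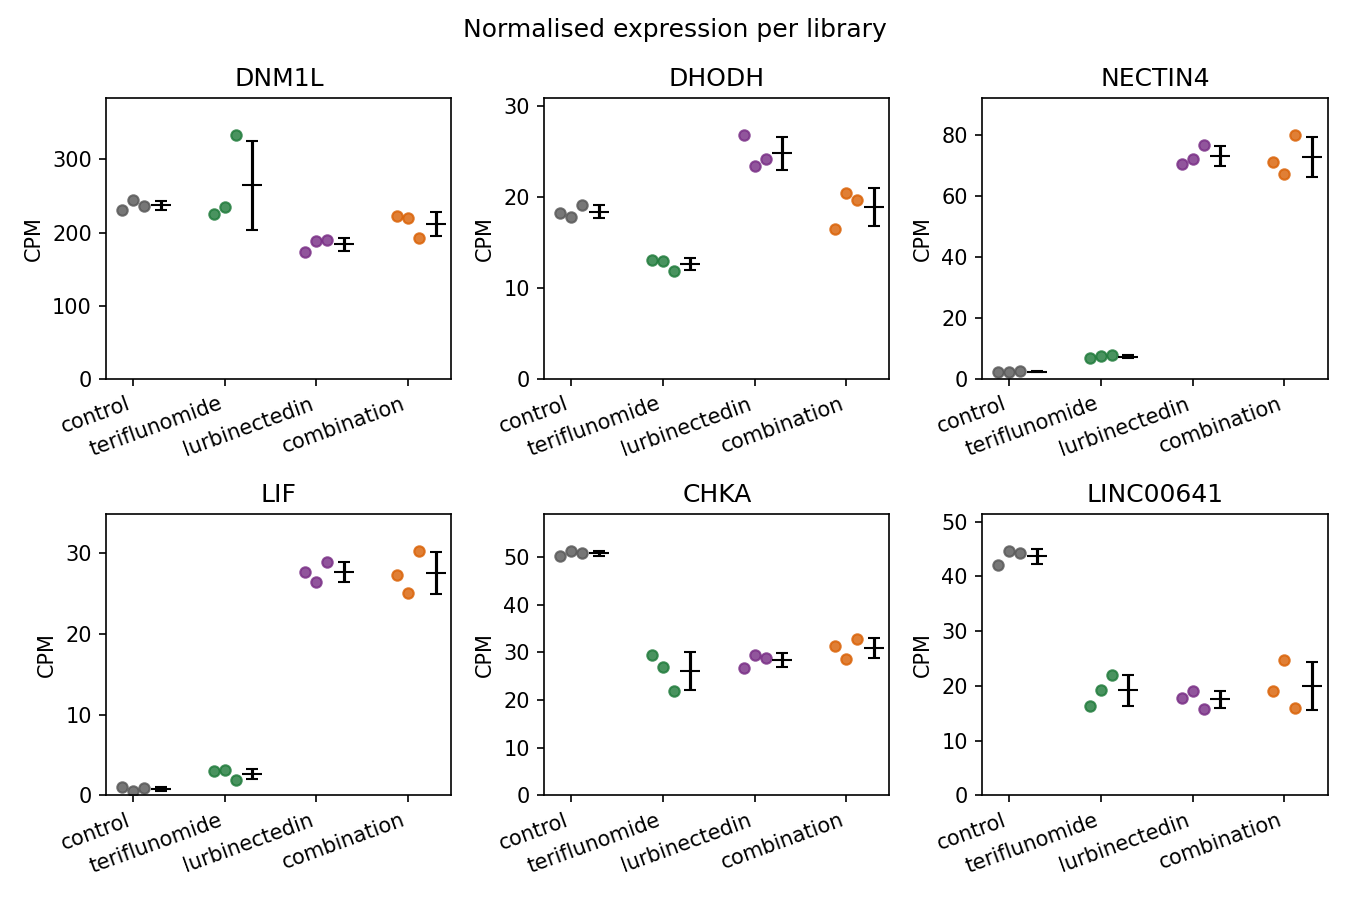
Normalised expression in CPM of DNM1L, DHODH, NECTIN4, LIF, CHKA and LINC00641 in each library, by treatment group; points are libraries and bars are the mean ± SD of 3 libraries. DNM1L spans 265 ± 60.3 CPM with teriflunomide because of 1 library, while NECTIN4 is at 73.1 ± 3.26 CPM with lurbinectedin and 72.9 ± 6.57 with the combination.

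The effect of each drug was compared with and without the other, in pairs of comparisons that share no library. Across 16683 genes, the effects of lurbinectedin correlated at a Pearson r of 0.952 and a Spearman rho of 0.951. Those of teriflunomide correlated at 0.269 and 0.384. The latter r was 0.135 without teriflunomide replicate 3, 0.0242 with no expression filter and 0.507 among genes of at least 5 CPM. The comparisons of teriflunomide and of lurbinectedin with control share the control libraries; their fold changes correlated at 0.00964, below the 0.0898 that unchanged groups simulated against the same controls gave on average.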

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

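The 4 tests of explanations for the negative interaction terms, and the GC correction they use, were chosen after the result was seen, and only the count of other splits was planned. They took the place of 3 earlier tests. Of these, 2 asked whether negative terms stopped being in excess, which they did not: 368 of 616 called terms were negative without teriflunomide replicate 3, and 120 of 166 with the GC trend removed. In the other, 33 of the 37 genes with a negative term were raised by each drug alone, but it ran on genes picked for the pattern and decides nothing.

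The log2 fold change of teriflunomide differed with and without lurbinectedin in 43 genes by a test of the difference itself (interaction term, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p under 0.05). An equal rise in CPM is a smaller log2 change from a higher level. In genes that lurbinectedin raised, a negative term therefore does not by itself show a lost effect. Additivity in CPM was not tested. The terms of the 6 genes named by the rule fixed in advance were -1.96 for GRHL3, -1.65 for LIF, -1.61 for NECTIN4, 1.37 for LINC00641, 1.08 for CHKA and 0.73 for BNIP3. For 37 of the 43 genes the term was negative. This balance depended on the method. Negative terms were 106 of 195 with no filter and 135 of 226 with DESeq2. They were 41 of 47 with the stricter filter and 8 of 8 with the replicate block. Of 100 splits of the 12 libraries into 4 groups of 3, the real one included, 2 gave as many genes. The other, with 7689 genes, kept the 3 teriflunomide libraries together and put lurbinectedin replicate 3 with combination replicates 2 and 3, so its term takes up much of the effect of lurbinectedin. Most splits mix libraries with and without lurbinectedin within a group, which widens the spread there, so their counts are a weak standard for the real one.

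The tables argue against 3 technical explanations for the negative terms. Without teriflunomide replicate 3, 37 of the 37 genes were still called negative, and with the GC trend of each library removed 36 were. RNA or reads of lurbinectedin-treated libraries in the teriflunomide libraries would raise the genes that respond to lurbinectedin by a common share. The level in the teriflunomide libraries of the 100 genes that lurbinectedin raised most would need a median share of 2.01% (90th percentile 8.94%). The 33 genes with a negative term that lurbinectedin raised would need a median of 17.7%.

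A candidate explanation is that the drugs share targets that lurbinectedin has already raised. Of the p53 targets, a list fixed in advance, 21 of 21 had a negative interaction estimate, with a median of -0.77. Their median log2 fold change with teriflunomide was 0.83 alone and -0.02 in the presence of lurbinectedin. The decline was not limited to shared targets. Among genes raised by teriflunomide, the 277 also raised by lurbinectedin had a median effect of teriflunomide of 0.80 alone and 0.08 with lurbinectedin, the 228 lowered by it 0.77 and 0.33, and the 142 not called 0.74 and 0.20. These genes were selected for a rise with teriflunomide alone, so part of each decline follows from the selection. A weaker action of teriflunomide in cells treated with lurbinectedin was not tested and stays open. So does an equal rise in CPM from a higher level, for genes that lurbinectedin raised.

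The calls of single genes depend on the libraries and the scaling. Of the 37 negative terms, 4 were still called with library size as the only scaling. Without control replicate 2, control replicate 3, lurbinectedin replicate 1 or lurbinectedin replicate 3, 2 were still called, 6 without control replicate 1 or lurbinectedin replicate 2, and 11 without combination replicate 1.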

How the results depend on the processing

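The 3 GC corrections and the omission of mitochondrial genes were chosen after seeing the data, and the other alternatives were fixed in advance. Unless a reason is given, the cause was not tested.

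The counts of genes changed by lurbinectedin against control (8028 to 13149), by the combination against control (7267 to 12314) and by the combination against teriflunomide (7854 to 12915) stayed within 1.5 times the reported count under every alternative, except 7267 and 7854 with TREAT, which tests against a 1.5-fold change rather than none. DESeq2 size factors, the stricter filter and the omission of mitochondrial genes kept all 6 counts within that limit.

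Genes changed by teriflunomide against control numbered 1002. The count was 265 with library size as the only scaling (255 shared with the 1002), 1800 without a filter (841 shared), 283 with only the groups compared, and 1796 with DESeq2 (961 shared). It was 2120 with the GC correction (939 shared, 48.7% raised against 64.6%), 3396 with the within-group GC correction (991 shared) and 1714 with the GC correction and replicate block (867 shared). The count was 33 with TREAT and 230 at adjusted p under 0.01, which are stricter tests. The within-group correction narrows the spread within groups and keeps any GC bias of a group mean, so its larger count does not show a wider response. For the interaction (43 genes) these counts were 6 with library size only, 195 without a filter, 166, 197 and 110 with the 3 GC corrections in the same order, 1 with TREAT, 226 with DESeq2 and 5 at adjusted p under 0.01.

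The combination against lurbinectedin, with 0 genes (2599 at an unadjusted p under 0.05), gave 612 without a filter, 235 with the GC correction, 1079 with the within-group GC correction, 3 with the GC correction and replicate block, 94 with only the groups compared and 558 with DESeq2. It stayed at 0 with library size only (2334 unadjusted), the stricter filter (2465 unadjusted), DESeq2 size factors (2646 unadjusted), TREAT (203 unadjusted) and adjusted p under 0.01. The lack of called genes therefore depends on the method.

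Replicate numbers do not pair the libraries: in 18 pairs of libraries with one number, the correlation of deviations was -0.402 to 0.144. With replicate as a block the count was 415 for teriflunomide against control and 8 for the interaction.

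Of 40 gene-list tests, 10 passed. With the correlation between genes estimated 3 did, and with fry 16. Across genes, the effects of teriflunomide with and without lurbinectedin correlated at 0.269, but at 0.0242 without a filter and 0.507 among genes of at least 5 CPM. The effects of lurbinectedin correlated at 0.952, 0.646 and 0.981. The rank correlation of gene length with the lurbinectedin effect was -0.572. It was -0.321 without a filter, -0.501 with the GC correction, -0.501 with the GC correction and replicate block, -0.665 at 5 CPM and -0.361 for exon length. The rise of the mitochondrial share with lurbinectedin was 9.04 percentage points, 6.85 of protein-coding counts and 6.27 for the 13 protein genes only.

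Across fits that each left out one library, genes changed ranged from 216 (without control replicate 3) to 1555 (without teriflunomide replicate 3; 908 shared) for teriflunomide, with 248 without control replicate 1, 265 without control replicate 2 and 644 without teriflunomide replicate 2. They ranged from 11118 to 11285 for lurbinectedin and from 10559 to 10996 for the combination against control. The combination gave 11404 to 12497 against teriflunomide and 0 to 259 against lurbinectedin: 259 without combination replicate 2, and 0 in the other 5 fits (1298 to 2910 unadjusted). The interaction ranged from 2 (without control replicate 2, control replicate 3, lurbinectedin replicate 1 or lurbinectedin replicate 3) to 616 (without teriflunomide replicate 3). It was also 6 without control replicate 1 or lurbinectedin replicate 2, 24 without teriflunomide replicate 2, 12 without combination replicate 1 and 66 without combination replicate 2. Gene lists ranged from 8 to 12, the correlations from 0.135 (without teriflunomide replicate 3) to 0.295 and from 0.939 to 0.946, and the length correlation from -0.573 to -0.560. The difference in mitochondrial share ranged from 1.63 (without teriflunomide replicate 3) to 8.74 points for teriflunomide, 8.44 to 10.1 for lurbinectedin and 7.02 to 12.9 for the combination against control, and from 0.658 to 9.09 for the combination against teriflunomide. Against lurbinectedin it ranged from 3.91 to -2.02, reversed without combination replicate 2.

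The reversals of single genes all came with the GC correction, without and with the block. They were DNM1L in lurbinectedin (0.23, 0.23) and the combination (0.29, 0.29) against control and the combination against teriflunomide (0.32, 0.32); GDAP1 (0.47, 0.47 and 0.36, 0.36), MFF (0.54, 0.54 and 0.43, 0.43) and MTFR2 (0.0179, 0.0110 and 0.0904, 0.0821) in lurbinectedin and the combination against control; and INF2 in lurbinectedin against control (-0.37, -0.37). This correction also removes differences between groups that track GC content. The within-group correction reversed none, but it leaves group means almost unchanged, so it could hardly reverse a sign. The between-group correction moved the median log2 fold change of all genes with lurbinectedin from 0.05 to 0.18. Library size only moved it to -0.18, with 39.2% of called genes raised against 50.2%.

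Apart from the reversals, 119 values for single genes and lists became stronger and 135 weaker, 19 length values moved and 3375 did not change; a gene called in neither fit counts as not changed even where its sign differs. Depth and replication limit small effects: of simulated 1.5-fold changes, 7.50% were recovered for teriflunomide against control and 8.50% for the combination against lurbinectedin, so an absent call does not exclude such a change.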

Other observations

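The tests chosen only after the result was seen are those of the GC trend, admixture, stronger response and wrong label for teriflunomide replicate 3, that of combination replicate 1 for the length trend, and both tests of gene detection; the simulation of shared controls was planned but corrected after its result was seen. The test of a stronger response took the place of a correlation across genes of replicate 3 minus replicate 2 with replicate 1 minus controls, which was 0.00901.

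Teriflunomide replicate 3 lay apart from replicates 1 and 2. With mitochondrial genes left out its lower correlation with them was 0.977, below the 0.986 of the least similar pair in the other groups, which argues against its larger mitochondrial share. Its deviation followed GC content with a rank correlation of -0.617, and the GC trend took 35.7% of the variance of the deviation, or 52.5% among genes of at least 5 CPM. This is consistent with a GC-content bias of the library as part of the deviation. It is not the whole, since with the trend removed the lower correlation was 0.984, still below the 0.988 of the least similar pair elsewhere. Given GC content, exon length had a partial rank correlation of 0.0244 with the deviation. The 100 genes that lurbinectedin raised most, by a median of 3.58, had a median log2 deviation of -0.28 in replicate 3, which argues against admixture of RNA from a lurbinectedin-treated culture. The median deviation of the p53 targets was -0.49 (-0.26 with the GC trend removed), with 14 of 21 lower. This argues against a stronger response of these targets. Other genes differed: H4C3, DDN and ATAD3B, the largest falls, were lower still in replicate 3 than in replicates 1 and 2. DDN was at 9.16 CPM there, against 19.5 and 16.4. Of the largest rises, DUSP6 and DRAXIN were smaller in replicate 3 and NECTIN4 was larger. A stronger response of other genes stays open. Of the 1550 genes called from replicates 1 and 2 alone, 86.0% changed in the same direction in replicate 3. These 1550 are the genes among the 1555 called in the fit without replicate 3 that also passed the expression filter of the main fit. Because the controls are shared, each control library was also held out in turn. Of the 665 to 716 genes then called, 55.6% to 66.2% went the same way in the held-out control, by a median log2 change of 0.01 to 0.04, against 88.9% to 90.4% and 0.69 to 0.76 in replicate 3. This argues against a control library under the wrong label. What makes up the rest stays open.

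Longer genes fell more with lurbinectedin, with a rank correlation of -0.572 between log2 fold change and genomic span. The partial rank correlation was -0.483 given exon length, -0.538 given GC content and -0.585 given mean expression, so none of the 3 accounts for the trend. A hypothesis is that transcription was lost along long genes. RNA stability was not tested.

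The trend was weaker in the combination: log2 fold change of the combination against lurbinectedin had a rank correlation of 0.354 with span, with 0.128 when no expression filter was used and 0.554 among genes of at least 5 CPM. It was 0.292 given GC content and 0.235 without combination replicate 1, so neither is the whole source. The slope of log2 change per 10-fold span was -1.24, -1.15 and -1.14 in the lurbinectedin libraries and -0.927, -1.13 and -1.03 in the combination libraries. These do not overlap, which 3 against 3 gives by chance in 10% of cases. The effect of lurbinectedin in the presence of teriflunomide had a rho of -0.588, no weaker than the -0.572 without it. In the bin of the longest genes its median was -1.74, against -1.86. The interaction term correlated with span at 0.0965, at -0.0139 without combination replicate 1 and at 0.236 among genes of at least 5 CPM. Teriflunomide alone gave 0.219 against control. A weaker loss of long transcripts was therefore not separated from teriflunomide's own length trend, and stays open.

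The mitochondrially encoded share was higher with lurbinectedin. Loss of nuclear mRNA from the denominator would raise mitochondrial and short nuclear transcripts alike only if short nuclear transcripts were not lost. On the library-size scale the median rise of mitochondrial genes was 0.90, against 0.44 for the shortest of 5 bins of nuclear genes, a mean difference of 0.46. Loss of short nuclear transcripts was not measured, so this difference does not exclude loss from the denominator. The 2098 nuclear genes in the GC range of the mitochondrial genes changed by -0.45, which argues against GC-content bias. Counts give only relative levels, so a rise of mitochondrial transcripts was not separated from a fall of nuclear ones. Synthesis and decay were not separated either.

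The effects of teriflunomide with and without lurbinectedin correlated at 0.269 across genes (0.135 without teriflunomide replicate 3) and at 0.208 with the GC trend removed, which argues against GC-content bias as the whole source. The effects of teriflunomide and of lurbinectedin share their controls. They correlated at 0.00964, while 20 simulations with an unchanged group in the place of teriflunomide gave 0.0695 to 0.109. Of the 1002 genes with the smallest p, 51.4% changed in the same direction, against a mean of 57.3% simulated. The Spearman rho was -0.0885, against 0.0582 to 0.0911 simulated. Among genes of at least 5 CPM the Pearson r was -0.0747, against 0.0359 to 0.0820 simulated. Same-direction change was thus below, not above, what shared controls gave in the simulations.

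Combination replicate 3 detected 26140 genes, the most of the 12 libraries, and 1170 were counted only there. Thinned to the smallest total it still detected 25124, against 23782 in the next library, which argues against depth. Of the genes counted only there, 97.5% had 1 or 2 counts. In the other libraries this share was 95.3% to 98.8%, so genomic DNA or unspliced RNA spread over the genome cannot be told apart from other sources of rare reads. No biological explanation was tested.

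Other splits were counted for each pairwise comparison, with the other 6 libraries kept in their groups. Of the 10 splits of the 6 libraries compared, 1, the real one, gave as many genes for teriflunomide against control, lurbinectedin against control, the combination against control and the combination against teriflunomide, and the other splits gave 0. For the combination against lurbinectedin 10 of 10 gave as many, since the real split gave 0 (2599 at an unadjusted p under 0.05). With 10 splits the share is never under 0.1, and each other split mixes the groups compared, so this count decides nothing in these 5 comparisons.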
